A study of Mus musculus with 14 samples.

How the data were processed

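Gene expression was measured by sequencing of messenger RNA in 14 libraries of mouse lineage-negative bone marrow cells, in 2 experiments. The groups were luciferase and SETBP1-D868N with 3 replicates each, and DMSO and PF-9363 with 4 replicates each, all assigned from the sample titles. Per the labels' protocols, the first experiment used 500 ng of total RNA and the Watchmaker mRNA library kit. The second used 100 ng, with libraries and sequencing by Novogene. The experiments thus differ in input, library preparation and depth, and no test was made between them at the level of libraries.

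The authors deposited raw counts per gene symbol in 1 table per experiment, each with 55367 gene symbols and 1 column per library. Per the labels, the values are raw counts, and they are whole numbers. The aligner, counting program, genome build, annotation, strand handling and any removal of duplicates are not stated in the labels. No gene coordinates are therefore given. GENCODE release M21 was used for transcript length, GC content and overlaps between genes, matched by symbol (53365 symbols, and 98.1% and 98.3% of the tested genes). No entry lacked a gene name, and 0 columns were left unmapped to a sample.

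Everything after the deposited counts was computed here, with R 4.3.3. Genes were kept by filterByExpr of edgeR 4.0.16 on the group (minimum count 10, minimum total 15), separately for each experiment. This left 15794 genes in the first experiment and 13456 in the second. Counts were scaled by TMM and are printed as CPM, the usual scaling of counts to the library total, and groups were compared with edgeR's quasi-likelihood test (glmQLFit with robust estimation, glmQLFTest) with the group as the single factor. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. Where every library of a group held 3 counts or fewer, the fold change was computed against that floor and is given as a lower bound. Limits at a count of 0 are 3 counts over the library total before TMM scaling, while the floor of the fold changes uses scaled totals. The limits cover counting error only, since sequenced reads are not independent molecules.

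Gene sets were tested with camera of limma 3.58.1 on voom values with an inter-gene correlation of 0.01, two-sided. They comprised 8 lists of 20 genes each, adjusted over the 8 lists within a comparison, and the genes called higher or lower with SETBP1-D868N, tested in the second experiment and adjusted over the 2 sets. No gene was in 2 of the 8 lists. In the first experiment all 20 members of each list passed the expression filter, apart from 16 for the erythroid and megakaryocyte list. The HOX and self-renewal list shares 5 genes with the 22 genes whose values were fixed in advance. Counts expected for calls in both comparisons were computed from the margins.

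Apart from the genes fixed in advance, named genes followed a rule. For each comparison and direction, the 5 genes with the largest absolute log2 fold change were taken among those with an adjusted p under 0.05, a mean of at least 5 CPM in the higher group, no overlap between groups, and a symbol that is not a clone or identifier. For both comparisons together, the 5 genes per direction with the largest smaller change were taken. Groups, tests, lists, the rule and the alternatives were chosen before the data were examined. Genes and lists that appear in the closing observations outside of these were chosen after their values were seen.

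Depth was 60147266 to 68730322 counts per library in the first experiment and 7083731 to 10359093 in the second. The test was tested on simulated data, with counts drawn from the means and library sizes of the real libraries and 200 genes changed in each of 5 draws. The changed genes were drawn only from those above a minimum mean count, so recovery of genes with few counts was not examined. They rose and fell in equal number and were few beside the calls in the real data. Scaling where as many genes change as in the real data was thus not examined either. With dispersions on the trend, 99.5% of these 2-fold changes were recovered in the first experiment (15794 genes simulated) and 99.4% in the second (13456 genes simulated). Of the calls, 4.88% and 4.70% were false. With a dispersion of its own for each gene, 97.4% and 98.0% were recovered, and 9.65% and 6.04% of calls were false, above the nominal 5%. Changes of 1.5-fold were recovered in 92.8% and 85.8% of cases with trended dispersions and in 88.5% and 84.7% with gene-wise dispersions. With no gene changed, 0 genes were called with trended dispersions in both experiments, and 2 in the first and 0 in the second with gene-wise dispersions.

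Alternatives were scaling by RLE size factors or by library size alone, no filter beyond 1 count in any library or a mean count of at least 10, DESeq2 1.42.0, limma-voom, no robust estimation, and the replicate number as a block. Further ones were fry or an estimated correlation in place of camera's preset one, other definitions of the SETBP1-D868N sets, and leaving out each library in turn. Each count was also compared with the other splits of the same libraries into groups of equal size, 9 for 3 against 3 and 34 for 4 against 4. Trends of the log2 fold changes on transcript length, GC content and mean expression were removed with natural splines in a further check. Genes below the filter were left out of the tests, and lentiviral transcripts were not analysed here.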

Results

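Messenger RNA was sequenced in 2 experiments on mouse bone marrow cells depleted of mature blood lineages. These lineage-negative cells hold stem and progenitor cells, and they were cultured with the cytokines SCF, IL6 and IL3. In the first experiment, 3 cultures received a control lentivirus carrying luciferase and 3 received a lentivirus carrying SETBP1-D868N. SETBP1 is a nuclear protein that binds SET, and D868N is a mutant form of it in which 1 aspartate is exchanged for asparagine. In the second experiment, cells carrying SETBP1-D868N were kept for 4 days with the solvent DMSO (4 cultures) or with 2.5 µM PF-9363 (4 cultures). PF-9363 is a small-molecule inhibitor of histone acetyltransferases of the MYST family, to which Kat5, Kat6a, Kat6b, Kat7 and Kat8 belong. Which of these enzymes it inhibits at this dose was not measured here.

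The 6 libraries of the first experiment held 60147266 to 68730322 counts each. The luciferase libraries 1 to 3 reached 68730322, 66130430 and 60147266 counts and the SETBP1-D868N libraries 64543476, 64201490 and 65406070. The second experiment was sequenced less deeply, with 9312858, 9194091, 9850215 and 10326678 counts for DMSO 1 to 4 and 10359093, 8273271, 7083731 and 10204901 for PF-9363 1 to 4. A count of 0 therefore allowed up to 0.0436 to 0.0499 CPM, the library-size-normalized read count, in the first experiment. In the second it allowed up to 0.290 to 0.424 CPM. These limits use unscaled totals and cover counting error alone. Values below are CPM scaled by trimmed mean of M-values (TMM), given as mean ± SD, with n = 3 per group in the first experiment and n = 4 in the second. The 2 tables were normalized separately, so fold changes were taken only within an experiment.

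Libraries of one group were close to each other. Pearson's r of log2 CPM across genes was 0.995 to 0.996 within groups and 0.987 to 0.989 between groups in the first experiment. It was 0.984 to 0.990 within and 0.836 to 0.871 between groups in the second. The first principal component carried 62.3% of the variance in the first experiment and 88.7% in the second. The biological coefficient of variation was 4.93% and 8.18%. Chi-square per degree of freedom between libraries of one group was 2.21 to 25.2 in the first experiment and 2.65 to 6.75 in the second, so no pair differed by as little as 1 library counted again would. This does not test whether the cultures were independent, and the libraries were taken as replicates from the labels.

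The first comparison asked which transcripts differ in cells carrying SETBP1-D868N. Of 15794 genes tested, 7448 (47.2%) had an edgeR adjusted p under 0.05, with 3869 higher and 3579 lower than with luciferase. Most changes were small, with a median absolute log2 fold change of 0.28 among the called genes. At least 2-fold changes were seen for 211 genes higher and 392 lower. Groups did not overlap in 8961 genes (56.7%), where chance gives 10%. The counts at least 2-fold moved most without the expression filter, to 277 higher and 547 lower. Scaling by library size alone moved the counts of all called genes most, to 4905 higher and 2997 lower, which raised the share of higher calls from 51.9% to 62.1%.

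The endogenous gene Setbp1 was examined first as a check of the labels. Luciferase libraries held 5, 6 and 6 counts and SETBP1-D868N libraries 23, 20 and 24. This corresponded to 0.0892 ± 0.0136 and 0.339 ± 0.0295 CPM, a log2 fold change of 1.91 (SE 0.35) with an edgeR adjusted p of 6.60e-04. The direction followed the labels in 6 of 6 libraries. The counts were few, and whether they include reads of the transgene is not known, so its level was not measured. In the second experiment the DMSO libraries held 2, 1, 0 and 0 counts and all PF-9363 libraries 0. On totals before TMM scaling, a count of 0 allowed up to 0.305 and 0.291 CPM in DMSO 3 and 4. For PF-9363 the limits were 0.290 and 0.294 in libraries 1 and 4, and 0.363 and 0.424 in libraries 2 and 3. On scaled totals the limits are lower for DMSO and higher for PF-9363. These few counts were below the expression filter, so the gene was not tested in that experiment and gave no check of its labels.

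Homeobox genes of the A cluster were among the genes that rose most with SETBP1-D868N. Cacna2d1 rose from 0.0464 ± 0.0129 to 11.3 ± 1.09 CPM, a log2 fold change of 7.86 (SE 0.18, edgeR adjusted p 1.10e-10), from only 2 to 4 counts per luciferase library. Hoxa10 rose from 0.171 ± 0.0467 to 10.7 ± 0.787 CPM, a log2 fold change of 5.945 (SE 0.15, edgeR adjusted p 1.84e-10). Hoxa9 rose from 2.67 ± 0.305 to 43.5 ± 2.83 CPM, a log2 fold change of 4.03 (SE 0.078, edgeR adjusted p 7.25e-11). Eya1 went from 0.889 ± 0.182 to 14.3 ± 0.357 CPM and Hoxa7 from 0.764 ± 0.127 to 11.0 ± 0.945 CPM, with log2 fold changes of 4.02 (SE 0.11) and 3.85 (SE 0.12). Their edgeR adjusted p-values were 2.41e-10 and 1.26e-09. Hoxa9 overlaps Mir196b on its own strand and Hoxa7 overlaps the antisense gene Hoxaas3, and the labels do not say how the counting treated strand or shared positions.

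Among the genes that fell most were tryptases of mast cells. Tpsab1 went from 8.58 ± 1.14 to 2.10 ± 0.357 CPM, a log2 fold change of −2.03 (SE 0.14, edgeR adjusted p 6.51e-07). Tpsb2 went from 460.0 ± 38.2 to 127 ± 8.56 CPM, a log2 fold change of −1.86 (SE 0.082, edgeR adjusted p 2.18e-05). The 2 tryptase genes are paralogs of similar sequence, so the split of counts between them is uncertain. Neb, Mcpt-ps1 and Pxdc1 followed with log2 fold changes of −1.835 (SE 0.32), −1.64 (SE 0.11) and −1.56 (SE 0.075), and edgeR adjusted p-values of 0.00695, 4.28e-07 and 2.75e-08. Each of these 3 genes overlaps another gene on the opposite strand, and Mcpt-ps1 belongs to a family of similar genes.

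Values of 22 genes fixed in advance are given whatever they showed: Setbp1, its partner Set, related regulators and targets, and the MYST enzymes with complex members. All 22 were tested in the first comparison, and 10 passed in the genome-wide adjustment and 10 adjusted over the list alone. Besides Setbp1, Hoxa9 and Hoxa10, the called genes were Meis1 (log2 fold change 1.09), Mecom (1.08), Myb (0.82), Myc (0.48), Set (0.36), Meaf6 (0.13) and Kat7 (0.088). The calls of Kat7 (edgeR adjusted p 0.0320) and Meaf6 (0.0244) were each lost in 5 of the 6 fits that left out 1 library, Kat7 in all but that without SETBP1-D868N 1 and Meaf6 in all but that without SETBP1-D868N 2, and both were lost under DESeq2 (0.080 and 0.12). The other MYST genes were not called, with log2 fold changes of −0.27 for Kat6a, −0.12 for Kat6b, 0.0066 for Kat5 and 0.16 for Kat8. Among the genes not called, Kmt2a had a log2 fold change of −0.47, Brpf3 −0.085, Ing4 −0.11, Ing5 0.052 and Brd1 0.048. Those of Hcfc1 (−0.027), Runx1 (−0.0088) and Brpf1 (−0.031) became positive under library-size scaling. Leaving out single libraries also changed the sign of Hcfc1, Runx1, Kat5 and Ing4, none of them called. Kat6a passed under DESeq2 (−0.28), and Kat6b (−0.18) and Kat8 (0.25) passed without luciferase 3. Library-size scaling made Kat8 (0.21), Ing5 (0.10) and Brd1 (0.097) higher calls.

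**Figure D1:**
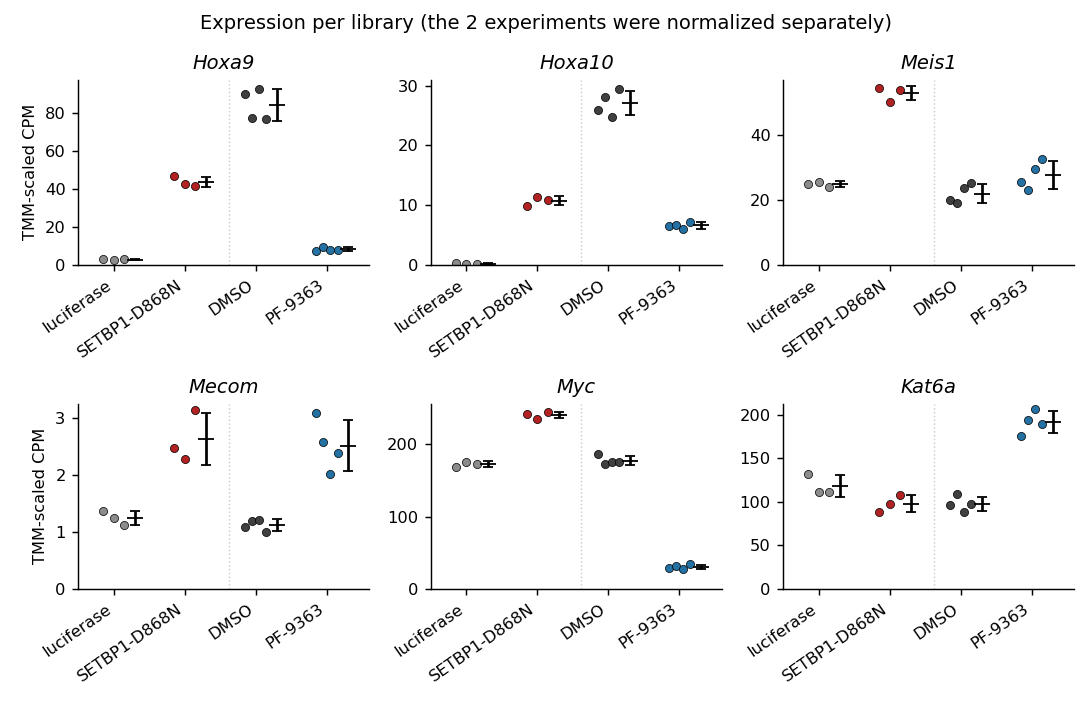
TMM-scaled CPM (linear axis from 0) of 6 of the genes fixed in advance, for each library as a point, with the mean and SD of its group as a bar to the right of the points. The dotted line parts the 2 experiments, which were normalized separately. Hoxa9 and Hoxa10 were higher with SETBP1-D868N and lower with PF-9363, Mecom was higher in both comparisons, and Kat6a was higher with PF-9363.

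Gene lists fixed in advance, 8 of 20 genes each, were tested with camera on the same libraries, with p-values adjusted over the 8 lists. The HOX and self-renewal list was higher with SETBP1-D868N (median log2 fold change 0.69, camera adjusted p 9.08e-07), with 17 members called higher and 2 lower. Its median stayed at 0.69 with the 1 member near the limit of counting, Hoxa6, set to its bound. The monocyte, macrophage and dendritic list was lower (median −0.71, camera adjusted p 7.50e-12, 0 members called higher and 19 lower). The neutrophil and granule list (median −0.67, camera adjusted p 2.89e-04, 5 higher and 15 lower) and the interferon-stimulated list (median −0.63, camera adjusted p 2.24e-05, 0 higher and 11 lower) were lower as well. The cell division list was higher by a small amount (median 0.095, camera adjusted p 9.48e-05, 14 higher and 0 lower). The mast cell and basophil list (median −0.30, camera adjusted p 0.419), the erythroid and megakaryocyte list (median 0.016, camera adjusted p 0.437) and the p53 and CDK inhibitor list (median −0.0066, camera adjusted p 0.984) were not called. The sign of the erythroid and megakaryocyte median changed without luciferase 2, SETBP1-D868N 1 or SETBP1-D868N 3. That of the p53 and CDK inhibitor median changed without luciferase 1 or SETBP1-D868N 3. With fry, all 5 calls held and the erythroid and megakaryocyte list was added (adjusted p 3.66e-04). With the correlation between genes estimated from the data, no list passed, the lowest adjusted p being 0.0690.

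The second comparison asked how PF-9363 changes transcripts of cells carrying SETBP1-D868N. Of 13456 genes tested, 10228 (76.0%) had an edgeR adjusted p under 0.05, with 4921 higher and 5307 lower than with DMSO. At least 2-fold changes were seen for 2126 genes higher and 2433 lower. These 2-fold counts became 1666 and 3124 under library-size scaling, and 2970 and 3100 without the expression filter. The median absolute log2 fold change of the called genes was 0.89. Groups did not overlap in 9459 genes (70.3%), where chance gives 2.86%. Scaling by library size alone gave 3775 genes higher and 6653 lower, which brought the share of higher calls from 48.1% to 36.2%. It shifted the log2 fold changes by −0.23 at the median gene, so changes in this experiment are relative to the scaling. Of the genes fixed in advance, Kat5 and Brd1 change sign with that shift.

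Foxd1 had 0 counts in every DMSO library and 2.27, 2.19, 8.72 and 8.35 CPM in PF-9363 libraries 1 to 4, at least 18.7-fold higher (edgeR adjusted p 0.00325). Mcoln3 was at least 39.1-fold higher, reaching 11.2 ± 3.46 CPM, and Ms4a14 at least 27.2-fold higher, reaching 7.81 ± 1.08 CPM, from DMSO libraries that held no more than 3 counts. Their edgeR adjusted p-values were 1.76e-14 and 6.56e-13. Aldh1a2 rose from 0.197 ± 0.184 to 16.7 ± 3.96 CPM, a log2 fold change of 6.36 (SE 0.34, edgeR adjusted p 3.14e-15). Mmp14 rose from 1.06 ± 0.593 to 56.1 ± 9.18 CPM, a log2 fold change of 5.69 (SE 0.22, edgeR adjusted p 6.87e-14).

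Genes of granule enzymes of early myeloid cells were among those that fell most with PF-9363. Elane went from 1453 ± 70.5 to 1.75 ± 1.49 CPM, a log2 fold change of −9.66 (SE 0.25, edgeR adjusted p 2.07e-09). Mpo went from 2320.3 ± 304 to 6.35 ± 4.04 CPM, a log2 fold change of −8.49 (SE 0.34, edgeR adjusted p 4.05e-07), and overlaps Gm11505 on the opposite strand. Mgarp and Smtnl2 had 0 counts in every PF-9363 library, from 14.7 ± 3.11 and 6.45 ± 2.19 CPM with DMSO, at least 39.4-fold and at least 17.3-fold lower. Tmem119 was at least 74.6-fold lower, from 27.7 ± 4.25 CPM. The edgeR adjusted p-values of these 3 genes were 2.89e-15, 3.16e-11 and 2.09e-19.

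Of the genes fixed in advance, 21 were tested in the second comparison, and 15 passed in the genome-wide adjustment and 15 adjusted over the list alone. Hoxa9 fell from 84.0 ± 8.29 to 8.16 ± 0.941 CPM, a log2 fold change of −3.37 (SE 0.11, edgeR adjusted p 2.86e-21). Hoxa10 fell from 27.1 ± 2.08 to 6.57 ± 0.516 CPM, a log2 fold change of −2.03 (SE 0.13, edgeR adjusted p 1.93e-14). Myb (log2 fold change −2.71), Myc (−2.55), Set (−0.28) and Hcfc1 (−0.15) were lower too. The call of Hcfc1 (edgeR adjusted p 0.0452) was lost under DESeq2 and without DMSO 2, DMSO 3, PF-9363 1, PF-9363 3 or PF-9363 4. Of the enzymes, Kat6a rose from 97.8 ± 8.23 to 192 ± 12.9 CPM, a log2 fold change of 0.97 (SE 0.069, edgeR adjusted p 2.81e-13). Kat6b rose by 0.59 (SE 0.11, edgeR adjusted p 2.09e-05). Brpf3 (1.35), Mecom (1.17), Kmt2a (1.16) and Ing5 (0.68) were higher. Meis1 (0.34), Meaf6 (0.29) and Runx1 (0.25) were also called higher, but each lost the call under library-size scaling, with log2 fold changes of 0.11, 0.063 and 0.019. The Meis1 call was also lost without DMSO 1 (0.29), DMSO 2 (0.27) or PF-9363 4 (0.25). Log2 fold changes of Kat5 (0.18, edgeR adjusted p 0.0569), Kat7 (−0.12, 0.101) and Kat8 (−0.0052, 0.972) were not called, nor were those of Brpf1 (−0.080), Brd1 (0.018) and Ing4 (−0.14). Kat5 passed under DESeq2 (0.21) and without DMSO 4 (0.24), PF-9363 3 (0.21) or PF-9363 4 (0.22). Library-size scaling made Kat7 (−0.35), Brpf1 (−0.31) and Brd1 (−0.21) lower calls and gave Kat5 −0.046.

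The cell division list was lower with PF-9363 (median log2 fold change −2.65, camera adjusted p 7.39e-11), with 20 of 20 members called lower. The mast cell and basophil list was higher (median 2.12, camera adjusted p 1.02e-09, 19 members called higher and 0 lower), as was the monocyte, macrophage and dendritic list (median 2.29, camera adjusted p 2.76e-05, 15 higher and 2 lower). The p53 and CDK inhibitor list was higher (median 1.33, camera adjusted p 0.00141, 13 higher and 3 lower). The HOX and self-renewal list was lower (median −1.25, camera adjusted p 0.0321, 3 higher and 10 lower of 17 tested), and its call was lost under library-size scaling (median −1.48). The erythroid and megakaryocyte list, with 8 members tested, was higher (median 0.92, camera adjusted p 0.0452). That call was lost without DMSO 1 (0.83) or PF-9363 3 (0.81). The interferon-stimulated list (median 0.70, camera adjusted p 0.133) and the neutrophil and granule list (median −0.042, camera adjusted p 0.941) were not called. The neutrophil and granule list had 8 members called higher and 8 lower, and its median became 0.033 without DMSO 4. With fry, all 6 calls held and the interferon-stimulated list was added (adjusted p 8.81e-04). With the estimated correlation no list passed, the lowest adjusted p being 0.149.

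**Figure D2:**
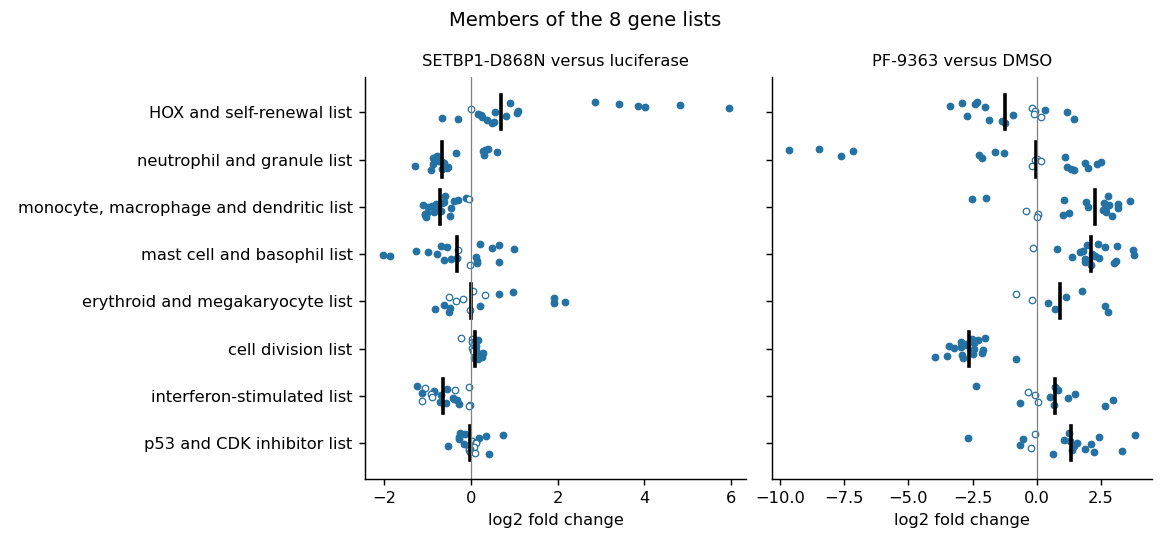
Log2 fold change (horizontal axis) of each tested member of the 8 gene lists in SETBP1-D868N versus luciferase (left) and PF-9363 versus DMSO (right), with filled points for genes at an adjusted p under 0.05 and a black bar at the list's median. The 20 members of the cell division list all lie below 0 with PF-9363, while the neutrophil and granule list spreads to both sides.

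The third comparison asked whether PF-9363 moved the genes that SETBP1-D868N moved. No library was shared between the experiments, and 12376 genes were tested in both. Spearman's rho between the log2 fold changes was −0.44 across genes, which are not independent replicates, and Pearson's r was −0.35. The jackknife SE of rho over the 14 libraries was 0.0195. Genes called in opposite directions numbered 4324, against 2579 expected from the margins. Genes called in the same direction numbered 1120, against 2563 expected. The opposite genes comprised 2240 higher with SETBP1-D868N and lower with PF-9363 and 2084 lower and then higher.

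As a set, the 3568 genes higher with SETBP1-D868N had a median log2 fold change of −0.48 with PF-9363 (camera adjusted p 8.97e-15). Of them, 2240 (62.8%) were called lower and 576 (16.1%) higher. The 3098 genes lower with SETBP1-D868N had a median of 0.66 (camera adjusted p 2.41e-20), with 2084 (67.3%) called higher and 544 (17.6%) lower. Both calls held with fry (adjusted p 1.98e-06 and 8.07e-07) and with the estimated correlation (0.0154 for each). With SETBP1-D868N, 211 genes were higher and 392 lower at least 2-fold, but only 83 and 161 of them were tested in both experiments. The rest could not be examined for PF-9363. Of the 83 higher genes, 44 were called lower with PF-9363 and 22 higher. Of 161 lower genes, 104 were called higher and 35 lower.

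**Figure D3:**
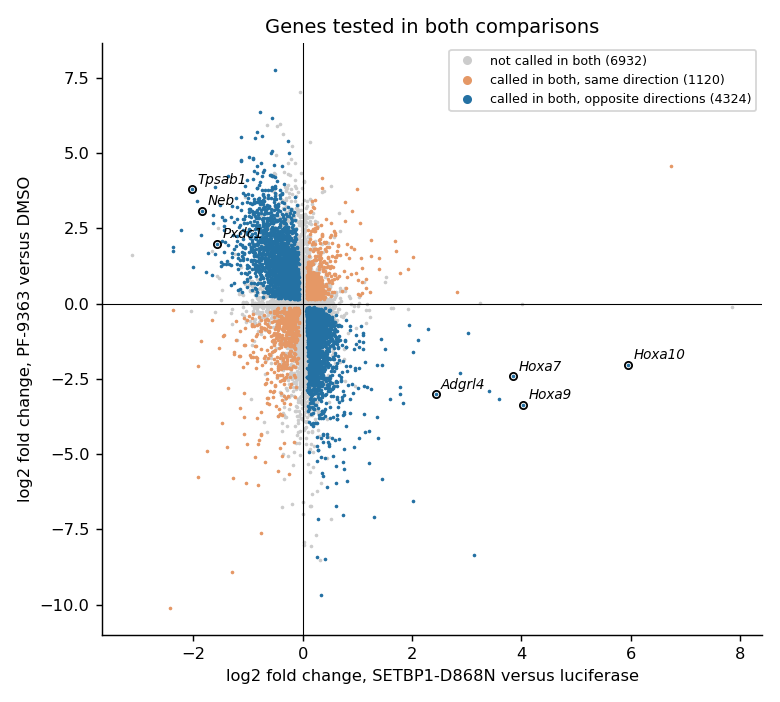
Log2 fold change with SETBP1-D868N (horizontal axis) against log2 fold change with PF-9363 (vertical axis) for the 12376 genes tested in both comparisons, 1 point per gene, with 7 of the named genes circled. The 4324 genes called in opposite directions (blue) outnumber the 1120 called in the same direction (orange).

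The genes with the largest opposite changes were again mostly those named above. Of those higher with SETBP1-D868N, Hoxa7 had a log2 fold change of −2.42 with PF-9363. Adgrl4 went from 2.43 (SE 0.12) with SETBP1-D868N to −3.01 (SE 0.34) with PF-9363 and Six4 from 1.83 (SE 0.13) to −3.31 (SE 0.16). Of those lower with SETBP1-D868N, Tpsab1 rose by 3.79 with PF-9363, Neb by 3.08, Mcpt-ps1 by 2.93, Tpsb2 by 2.28 and Pxdc1 by 1.99. All 10 genes were called in both comparisons. Not every gene reversed. Log2 fold changes of Eya1 (−0.030, edgeR adjusted p 0.795) and Cacna2d1 (−0.13, edgeR adjusted p 0.663) with PF-9363 were not called, and Mecom was higher in both comparisons.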

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

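The test of gene length in this part was chosen only after the outlying libraries were seen. In the groups of 4, each value was examined for a library far from the other 3 by Dixon's criterion. Of 100 values, 8 had such a library, where chance alone gives 5, so the number is close to what chance gives.

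With DMSO, Eya1 was at 30.1 CPM in library 2 against 27.0 to 27.5 in the others, and Kat8 at 13.8 CPM in library 2 against 16.3 to 16.5. Mcpt-ps1 was at 2.18 CPM in DMSO 4, the highest of the 4 libraries, and Myb at 288 CPM in DMSO 4 against 321 to 326. With PF-9363, Eya1 was at 30.8 CPM in library 4 against 26.0 to 26.5, and Tpsab1 at 14.8 CPM in library 4 against 10.3 to 10.9. Pxdc1 was at 12.3 CPM in PF-9363 3 against 7.22 to 8.03, and Brd1 at 96.8 CPM in PF-9363 1 against 105 to 106.

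Transcript length was weighed as a technical explanation. Genes of similar length shared the deviation by at least 0.5 of its size in 0 of the 8 cases, which argues against length as the main cause. In proportion, the shared part was largest in DMSO 2. On the log2 scale it was −0.081 of −0.248 for Kat8 and 0.038 of 0.144 for Eya1, so a partial length effect stays open there. Reads shared between paralogs stay open for Tpsab1 and Mcpt-ps1, and the antisense overlaps of Pxdc1, Mcpt-ps1, Kat8 and Myb were not separable. Chance stays open for all 8. The labels name no difference between cultures of one group, and no biological explanation was tested.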

How the results depend on the processing

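No test in this part was chosen after its result was seen. The 8 counts of called genes stayed within 1.5 times their values in every alternative run. Leaving out single libraries gave 3330 to 3606 genes higher and 3106 to 3480 lower with SETBP1-D868N, and 4823 to 4959 higher and 5190 to 5302 lower with PF-9363. The correlation of the comparisons ranged from −0.44463 to −0.42634 and the number of opposite genes from 3848 to 4369 when single libraries were left out. The 2 sets of SETBP1-D868N genes kept their direction and call in the alternatives run for them, which were fry, the estimated correlation, both other set definitions, library-size scaling, the mean count minimum, the block and leaving out single libraries.

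With the inter-gene correlation estimated from the data, all list calls were lost. In the first experiment these were the HOX and self-renewal (0.69), neutrophil and granule (−0.67), monocyte, macrophage and dendritic (−0.71), cell division (0.095) and interferon-stimulated (−0.63) lists. In the second they were the HOX and self-renewal (−1.25), monocyte, macrophage and dendritic (2.29), mast cell and basophil (2.12), erythroid and megakaryocyte (0.92), cell division (−2.65) and p53 and CDK inhibitor (1.33) lists. The medians do not depend on this choice, and the estimated correlation raises the error of a list whose genes vary together. The fry test added the erythroid and megakaryocyte list in the first experiment (0.016) and the interferon-stimulated list in the second (0.70).

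Scaling by library size alone gave the p53 and CDK inhibitor list 0.043 in the first experiment and took the call from the HOX and self-renewal list in the second (−1.48). It reversed Hcfc1 (0.022), Runx1 (0.040) and Brpf1 (0.018) in the first experiment and Kat5 (−0.046) and Brd1 (−0.21, then called) in the second. Its median shift of −0.23 in the second experiment is larger than the fitted changes of Kat5 and Brd1. DESeq2 reversed Kat5 in the first experiment (−0.0013) and Kat8 in the second (0.020), both near 0, and the cause was not tested.

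Across the fits that each left out 1 library, medians of the first experiment ranged from −0.017 to 0.060 for the erythroid and megakaryocyte list and from −0.020 to 0.050 for the p53 and CDK inhibitor list. In the second experiment they ranged from −0.11 to 0.033 for the neutrophil and granule list, positive only without DMSO 4. The erythroid and megakaryocyte list ranged from 0.81 to 1.06, with the call lost without DMSO 1 or PF-9363 3, and only 8 of its members were expressed enough to test at this depth. Genes that changed sign were Hcfc1 (−0.13 to 0.11), Runx1 (−0.048 to 0.026), Kat5 (−0.014 to 0.026) and Ing4 (−0.22 to 0.038) in the first experiment. In the second they were Kat8 (−0.068 to 0.046) and Brd1 (−0.0049 to 0.053). The removed libraries were luciferase 1 and SETBP1-D868N 1 for Hcfc1 and Runx1, these and SETBP1-D868N 2 for Kat5, luciferase 3 for Ing4, and DMSO 3 and DMSO 4 for Brd1. For Kat8 they were DMSO 1, 3 and 4 and PF-9363 1, 2 and 3. None of these genes was called, and why single libraries decide their sign was not tested.

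Of 717 values of single genes under alternatives, 657 kept direction and call, 25 lost the call, 12 gained it and 23 reversed. All 328 values of the genes named by rule kept direction and call. That was largely set by the rule, which took large called changes without overlap between groups from these same libraries. Same-numbered libraries showed no shared deviation from their groups, with correlations of −0.097 to −0.037 in the first experiment and −0.040 to 0.0075 in the second. The differently numbered luciferase 1 and SETBP1-D868N 3 reached 0.10. Such correlations cannot exclude a shared animal or day, and the labels do not say what a number marks. With the number as a block, 98 of 99 results kept direction and call, and Kat7 in the first experiment (0.087) did not pass. The block gave 3416 genes higher and 3224 lower with SETBP1-D868N and 4885 higher and 5239 lower with PF-9363.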

Other observations

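Apart from the counts of splits and the trend removal for the opposite directions, the tests in this part were chosen only after the result was seen. The genes and lists not named in the report were chosen after their values were seen.

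Other splits of the same libraries were fitted in the same way. For SETBP1-D868N, 10 splits into 3 against 3 exist, so the share can never fall under 10%. The real split was the only 1 of the 10 splits with as many genes higher, genes lower, genes higher at least 2-fold or genes lower at least 2-fold. The other splits called 0 genes, with 116 to 318 genes at an unadjusted p under 0.05 against 8441 in the real split. All of them hold libraries of both kinds in each group, which raises the spread within groups, and their numbers lie below 5% of the 15794 genes tested. The comparison is thus with counts held at 0 and adds little to the tests themselves. The counts of splits for the lists include the real split, so a count of 1 means that no other split gave as large a result. The count was 1 for the HOX and self-renewal, the neutrophil and granule and the monocyte, macrophage and dendritic list. For the mast cell and basophil, the erythroid and megakaryocyte and the cell division list it was 2 splits, for the interferon-stimulated list 5 and for the p53 and CDK inhibitor list 10.

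For PF-9363, the real split was the only 1 of 35 splits with as many genes higher, genes lower, genes higher at least 2-fold or genes lower at least 2-fold. The other splits called 0 genes, with 12 to 498 genes at an unadjusted p under 0.05 against 10404. They too mix treated and untreated libraries in each group, and their numbers lie below 5% of the 13456 genes tested. Being the only 1 is thus a comparison with counts held at 0 and adds little. The counts of splits for the lists and sets again include the real split. The count was 1, the real split alone, for the monocyte, macrophage and dendritic, the mast cell and basophil, the cell division and the p53 and CDK inhibitor list. It was 4 splits for the HOX and self-renewal list, 7 for the erythroid and megakaryocyte list, 19 for the interferon-stimulated list and 33 for the neutrophil and granule list. For the set of genes higher with SETBP1-D868N it was 2 splits and for the set of lower genes 1. For the number of opposite genes it was 1, which is again a comparison with 0. For the correlation of the 2 comparisons, 9 of the 35 splits gave a value as large. The other 8 are all among the 16 splits that swap 1 library per group and so still carry part of the treatment contrast, with absolute values of 0.398 to 0.454. The 18 splits that swap 2 libraries per group gave 0.00864 to 0.338. Within these 35 splits, the correlation therefore does not set the real split apart from those that keep part of the contrast. Among the 10 SETBP1-D868N splits the correlation was largest in the real one, at 0.440 in absolute value. The other 9, which each swap 1 library per group, gave 0.278 to 0.397. With 10 splits the share cannot fall under 10%, so this decides little.

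The opposite directions of the 2 comparisons were set against trends on transcript length, GC content and expression level. After such trends were removed, rho was −0.42, against −0.45 before on the same 12193 genes (98.5% of those compared), which argues against the trends as the whole cause. Differences in cell composition between cultures remain untested, as do effects of the inhibitor that do not need SETBP1-D868N, since luciferase cells with PF-9363 were not analysed here.

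Genes that respond to low oxygen were lower in both comparisons. Of a list of 25, 21 were called lower and 1 higher with SETBP1-D868N (median log2 fold change −0.38), and 24 lower and 0 higher with PF-9363 (median −1.22). The list held none of the genes of the 8 lists. With PF-9363, Ak4 fell by 6.77 and Bnip3 by 3.76 on the log2 scale. Under library-size scaling the medians were −0.33 and −1.45, so scaling does not account for them. The 13 members outside glycolysis had medians of −0.47 and −1.22, so glycolysis genes alone do not either. Myc was higher with SETBP1-D868N (0.48), which argues against lower Myc there, but it was lower with PF-9363 (−2.55), where the 2 changes cannot be told apart because both follow the treatment. With PF-9363, where the cell division list was lower (−2.65), a lower cell number and so more oxygen in the medium may be a cause, and the labels give no cell counts to test it. With SETBP1-D868N the cell division list (0.095) and Myc were higher, which does not point to fewer cells, and the cause there stays open.

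Within the neutrophil and granule list, 8 members were called higher and 8 lower with PF-9363. The division into early and late granule genes was made after these values were seen. A permutation test over genes of the difference between them was run, and was dropped because groups formed in this way make it void. The 5 early genes, Mpo, Elane, Prtn3, Ctsg and Gfi1, were all called lower with a median log2 fold change of −7.14. The median of 11 late genes, among them Ltf, Lcn2 and Mmp8, was 1.11, with 6 called higher and 1 (Camp, −2.15) lower. The other 4 members of the list were placed in neither group. Fcnb (−7.62) and Cebpe (−1.29) were lower with PF-9363, and Csf3r (2.00) and Itgam (1.34) were higher. A uniform loss of granulocytic cells would lower the whole list, and the 8 members called higher argue against it. This count took the place of the late median as the test, with its limit of more than 25% of the called members set after the count was known. In the first experiment the order was the reverse, with the early genes higher in 5 of 5 (median 0.34) and the late genes lower in 11 of 11 (median −0.79). Csf3r (−0.53) and Itgam (−0.66) were lower there as the late genes were, but Fcnb (−0.77) and Cebpe (−0.33) were lower in both experiments and follow neither group. A shift from early to late granulocytic cells with PF-9363 is a candidate explanation, and direct regulation of the early genes stays open.

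Kat6a, Kat6b, Brpf3 and Kmt2a were picked from the genes fixed in advance because they rose with the inhibitor, so their median is not that of a family. The other MYST enzymes did not rise past the threshold, with log2 fold changes of 0.18 for Kat5, −0.12 for Kat7 and −0.0052 for Kat8. Neither did the complex members Brpf1 (−0.080), Brd1 (0.018) and Ing4 (−0.14), while Ing5 (0.68) and Meaf6 (0.29) did, the latter not under library-size scaling. The 4 picked genes had a median log2 fold change of 1.06. After trends on length, GC content and expression were removed the median was 0.60, and under library-size scaling it was 0.83, so neither alone accounts for the rise. Trend removal lowered Kat6a from 0.97 to 0.51 and Kmt2a from 1.16 to 0.61, while Brpf3 went from 1.35 to 1.37. Part of the rise of the first 2 genes is thus shared with genes of like length, GC content or expression. A response of transcription to the inhibited enzymes may contribute to the rest, and no test here bears on that.

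In library luciferase 1, the ribosomal transcript CT010467.1 took 0.705% of counts, against 0.160% and 0.129% in luciferase 2 and 3, and Malat1 was at 230 CPM against 140 and 137. Its total lies 3.78% from that of the nearest library of the group, so depth does not set it apart. Transcripts in the longest 10% deviated from the rest by 0.11 on the log2 scale, against −0.059 and −0.057 in the other 2. This describes the library and does not show what set it apart, which stays open. A deviation of 0.11 was also seen in SETBP1-D868N 3 and one of 0.18 in DMSO 2, so it is not special to this library. The change of the long gene Kmt2a in the first experiment went from −0.47 to −0.20 without luciferase 1, and was called in neither fit.

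The Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y had counts only in the first experiment. Ddx3y had 2316 to 2561 counts in each of its 6 libraries and 0 in each library of the second experiment, and the other 3 genes were also at 0 there. Of 1568 genes placed on chromosome Y by GENCODE M21, 3 had counts in the second experiment. The lowest Ddx3y count scaled to the lowest depth of the second experiment would be 255, which argues against depth. The 2 tables share all 55367 symbols, and 1 of those 3 genes, Gm47283, had 823 counts in the second experiment with 43 to 169 in each library, which argues against counting without that chromosome. Xist had 12679 to 27321 counts per library in the first experiment and 5200 to 11554 in the second. Donor animals of both sexes in the first experiment and females in the second are a candidate explanation. It leaves the counts of Gm47283 in the second experiment open, since the origin of those reads was not tested. The labels do not give the sex of the donors, and the comparisons lie within experiments.

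Replicates of PF-9363 were not evenly spaced. Deviations from the group mean correlated at −0.13 between libraries 1 and 2 and at −0.19 between 3 and 4, against −0.47 to −0.38 for the other pairs and −0.40 to −0.25 among DMSO libraries. The mean log2 CPM of the cell division list was 4.97, 5.18, 4.21 and 4.19 in PF-9363 1 to 4, and 7.32 to 7.43 in the DMSO libraries. Mpo was at 7.31, 11.6, 2.49 and 4.01 CPM. The deviation of each library from the other 3 correlated across 13456 genes with the log2 fold change of the comparison at −0.18, −0.32, 0.24 and 0.24. No label names a batch, and no explanation was tested.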
